A study of Danio rerio with 6 samples. Its data were reported in "Stage-specific and cell type-specific requirements of ikzf1 during haematopoietic differentiation in zebrafish" (2022).

How the data were processed

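RNA was sequenced from 6 libraries of zebrafish. Per the labels, 3 came from homozygous IT325 mutants and 3 from wild-type siblings, each from the whole body at 5 days post fertilization. IT325 is a line with a nonsense allele of ikzf1, which encodes the transcription factor Ikaros. The libraries of a second ikzf1 line, fr105, were not analysed here. Per the labels, RNA was selected by its poly-A tail and made into stranded libraries. The authors aligned paired-end reads to the zebrafish genome with STAR and counted them per Ensembl gene with featureCounts, and the deposited table holds the resulting raw counts, with no scaling. The authors report default settings for their tools and name no separate choice for strand, read pairs or a filter on genes. The values were whole numbers from 0 up, and all 6 columns of values were used.

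The table held 32105 genes by Ensembl identifier. A separate list of gene names gave a symbol for 26269 of them, or 81.8%. Many of these were symbols of human orthologs. A zebrafish gene annotation of the assembly GRCz12tu, a different build from that of the counts, was used for names and for gene order only, and no coordinate was taken from it. A list gene was matched to the table by its symbol, or else by the genes beside it: it was accepted when the 8 named genes on each side in the table and the 15 on each side in the annotation had at least 4 genes in common. Of 458 list entries, 334 were matched by symbol and 60 by neighbours, and 64 were not matched and were left out. The genes of each chromosome were recognised from blocks of adjacent genes in the table, which placed 98.0% of the genes.

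Differential expression was tested in edgeR 4.0.16 under R 4.3.3. Genes were kept by filterByExpr with its default minimum count of 10, libraries were scaled by the trimmed mean of M values (TMM), and a quasi-likelihood model with robust dispersions compared mutants with wild type without a covariate. P-values were two-sided and adjusted by the Benjamini-Hochberg method over the genes tested, with a threshold of 0.05. Log2 fold changes are mutant over wild type as fitted with a prior count of 0.125. Standard errors were derived from the fold change and its F statistic. Levels are CPM, each count scaled by the total of its column, given as mean ± SD. Totals and other values per library were compared by an exact two-sided permutation test. With 3 libraries against 3, the smallest p-value it can give is 0.1, so it could not reach 0.05. A count of 3 was taken as the floor, the limit that a count of 0 allows at a confidence level of about 95%. Floors cover counting error only, since reads are not independent molecules.

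The gene lists were written before the data were examined, as were the design, the alternatives and the rule for naming genes. Genes that the study names gave 3 lists, lymphoid (10 genes), erythroid (4) and myeloid (3). Other lists covered erythroid cells, heme biosynthesis, neutrophils, macrophages, T cells, haematopoietic progenitors, endothelium, thymic epithelium, the Ikaros family, the proteasome, the cell cycle, heat shock, immediate early genes, skeletal muscle, epidermis, neural tissue, retina and lens, exocrine pancreas, liver, intestine, and cartilage and notochord. Of these, 20 had at least 4 genes tested. They were tested with camera in limma 3.58.1 on log2 CPM with a prior count of 2 and a preset correlation between genes of 0.01, and p-values were adjusted over the lists. Lists for B cells, thrombocytes, nephron, cell adhesion, alpha globin and vitellogenin were written after the values of some of their genes had been looked at, and appear only among the observations at the end. The genes named are ikzf1, the genes of the 3 study lists, and the 5 with the largest rise and the 5 with the largest fall among genes past the threshold with a mean of at least 5 CPM and no overlap between the groups. Members of other lists are named only as the most abundant or most extreme of their list, or are said to have been chosen after their values were seen. Calls on the chromosome of ikzf1 were compared with calls elsewhere by a two-sided Fisher exact test.

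The alternatives were other scalings (median-ratio, upper-quartile, none, and TMM without the 50 most abundant genes), other filters (none, or a mean of at least 10 counts), the Wald test of DESeq2 1.42.0, a model with the replicate number as a block, an adjusted p under 0.01, a test against a 1.5-fold change, and fits that each left out 1 library. The list tests were also run with fry and with the correlation estimated for each list. Matching by symbol alone was added after seeing the data.

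The steps were tested on simulated data with 200 of 17828 genes changed, drawn 5 times from the means and library sizes of the real genes. The edgeR test recovered 68.1% of the changed genes, and 9.4% of its calls were false, more than the nominal 5%. DESeq2 recovered 75.0% with 23.7% of calls false. Camera was run on the last of the 5 draws, where it found the 1 raised list and called 0 of 20 unchanged ones. Each gene was drawn independently of the others, so these calls do not show how camera behaves where genes are correlated. Libraries within a group were also checked for duplicates: their counts differed by 24.2 to 70.3 times the chi-square per degree of freedom that sampling of one pool would give. Plots were drawn with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.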

Results

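Transcript counts were collected from 3 IT325 mutant and 3 wild-type libraries. The mutant libraries held 52954765, 40732782 and 42666928 counts and the wild-type libraries 37390073, 40422044 and 53279243. With totals in megacounts (M), the means were 45.5 ± 6.57 M in mutants and 43.7 ± 8.44 M in wild type (SD, n = 3 each). They differed by 1.75 M, with an exact permutation p of 0.7. Without the 50 most abundant genes the difference was -0.699 M, with an exact permutation p of 0.9. At these depths the floor of 3 counts corresponded to 0.0563 to 0.0802 CPM per library. In mutants 22765 ± 80.9 genes had at least 1 count, against 21660 ± 348 in wild type (SD, n = 3 each; exact permutation p = 0.1, the smallest possible). The 50 most abundant genes took 29.2% ± 0.838 of the counts in mutants and 24.8% ± 0.284 in wild type (SD, n = 3 each; exact permutation p = 0.1). The labels gave no batch or date. Over 17828 genes, log2 CPM correlated at 0.969 to 0.981 between libraries of a group and at 0.899 to 0.940 between groups, where genes are not independent replicates. The first principal component held 69.8% of the variance and separated the groups, and the second held 9.88%.

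The mutated gene was compared first. The transcript of ikzf1 (ENSDARG00000013539) was counted at 1073, 1730 and 1145 CPM in the mutant libraries and at 282, 321 and 311 CPM in the wild-type libraries. The means were 1316 ± 360 and 305 ± 20.5 CPM (SD, n = 3 each). The log2 fold change was 2.21 with a standard error of 0.174, a 4.63-fold rise, and edgeR's adjusted p was 1.17e-04. The alternative that moved it most was the fit without mutant replicate 2, the library with the highest level, which gave 1.98. A count per gene does not show the nucleotide at the mutated site, so the genotype of a library could not be read from it. Position in the genome is not given in the table.

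The comparison of mutants with wild-type siblings asks which transcripts change when Ikaros is truncated. Of 17828 genes tested, 6040 passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, 3122 higher and 2918 lower in mutants. An unadjusted p under 0.05 was found for 7879 genes. Of the genes past the adjusted threshold, 2677 differed at least 2-fold, 1473 higher and 1204 lower. The alternative that moved the count most was a test against a 1.5-fold change, which called 2126 genes. Scaling changed the balance of directions: 51.7% of calls were higher in mutants with TMM and 39.3% without scaling factors. The median log2 fold change of all genes was -0.01 with TMM and -0.11 without factors, so changes without factors are relative to that shift.

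The study named 10 lymphoid, 4 erythroid and 3 myeloid genes to ask how lineages differ between the genotypes. It showed them for these samples and does not say whether they were picked before the counts were seen. Counts adjusted over the genes of the 3 lists together were therefore not taken as independent evidence. Of the lymphoid genes, 8 were lower in mutants past the threshold over all genes tested and 9 adjusted over the 3 lists together. Rag1 (ENSDARG00000052122) was at 9.36 ± 5.96 CPM in mutants and 79.8 ± 6.95 CPM in wild type (SD, n = 3 each), a log2 fold change of -3.01 (SE 0.458, edgeR adjusted p 0.0056). Its change ranged from -3.62 without mutant replicate 2 to -2.68 without mutant replicate 1. Rag2 (ENSDARG00000052121) was at 4.92 ± 2.24 and 46.2 ± 6.57 CPM, a log2 fold change of -3.15 (SE 0.346, edgeR adjusted p 9.51e-04). The other 6 were irf4a at -2.34, ccr9a at -1.97, il7r at -1.53, lck at -1.18, gzmk at -1.09 and jak3 at -0.66 on the log2 scale, with edgeR adjusted p-values from 1.19e-05 for ccr9a to 0.022 for gzmk. The symbols in the list of gene names for irf4a and ccr9a were IRF4 and CCR9, and these genes were matched by their neighbours. Nkl.3 had a log2 fold change of -1.23 and an edgeR adjusted p of 0.0987, and 0.0446 over the genes of the 3 lists together. It was at 0.244 ± 0.0785 CPM in mutants and 0.627 ± 0.198 CPM in wild type (SD, n = 3 each). Nccrp1 differed by 0.02 on the log2 scale, with an edgeR adjusted p of 0.855, and its direction reversed under 4 alternatives. The alternatives that moved the lymphoid count most were the fits without mutant replicate 1 and without mutant replicate 3, each with 6 genes, where lck and gzmk lost their calls. Lck then changed by -1.18 and -1.03, and gzmk by -1.007 and -0.98. Gzmk also lost its call without wild type replicate 1, at -0.90, and without wild type replicate 2, at -1.07, and lck lost its call without the filter, at -1.18.

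All 4 erythroid genes were higher in mutants past the threshold, over all genes tested and adjusted over the 3 study lists together. They were so too under the other scalings and filters, with DESeq2 and in each fit without 1 library. Alas2 (ENSDARG00000038643) was at 2726 ± 222 CPM in mutants and 773 ± 165 CPM in wild type (SD, n = 3 each), a log2 fold change of 1.92 (SE 0.158, edgeR adjusted p 1.23e-04). Tal1 changed by 1.64, gata1a by 1.57 and hbaa1 by 1.77 on the log2 scale, with edgeR adjusted p-values of 3.25e-05, 3.64e-04 and 0.00342. Hbaa1 is one of several similar alpha globin genes, and reads shared between such genes can be lost or assigned to the wrong one, so its values are uncertain. All 3 myeloid genes were higher too, over all genes tested and adjusted over the 3 lists together, and under the same alternatives. The stricter criteria, an adjusted p under 0.01 and a test against a 1.5-fold change, were not run on the lists. Mpx had the symbol EPX in the list of gene names and was matched by its neighbours. It was at 4236 ± 454 CPM in mutants and 2248 ± 246.8 CPM in wild type (SD, n = 3 each). Its log2 fold change was 1.02 (SE 0.0871, edgeR adjusted p 6.67e-05). Lyz changed by 0.82 and npsn by 0.36 on the log2 scale, with edgeR adjusted p-values of 5.07e-05 and 0.0123, so npsn was not past 0.01. Each called gene of the 3 lists had no overlap between the groups, an arrangement that chance gives to 10% of genes.

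**Figure D1:**
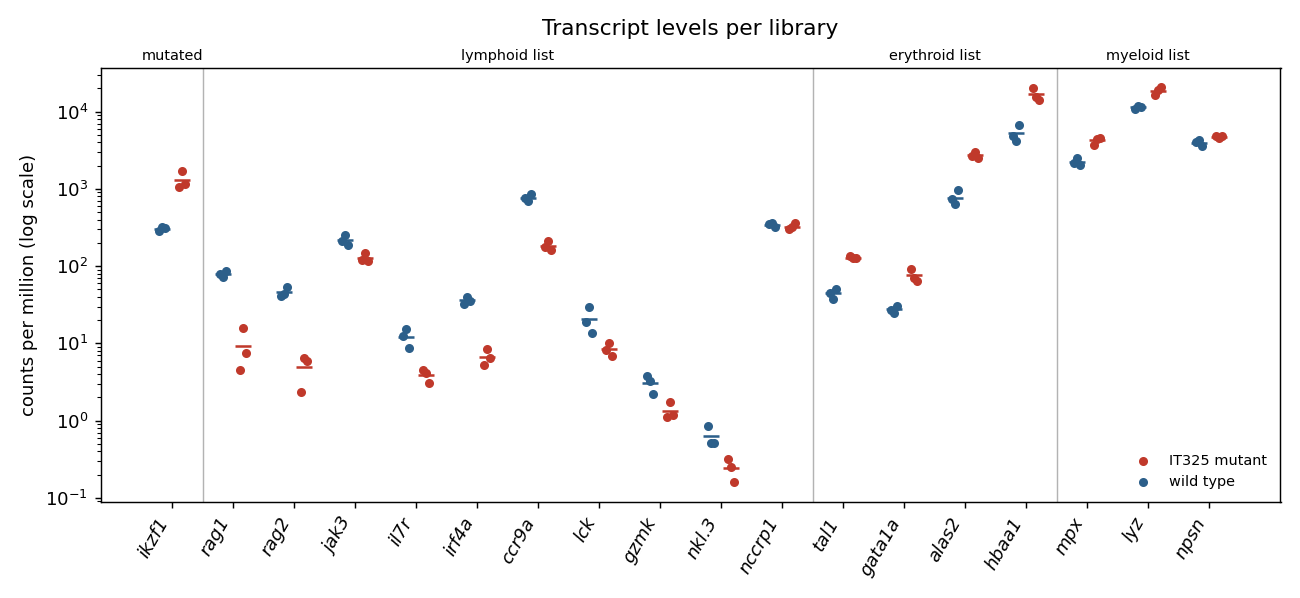
CPM on a log scale for ikzf1 and the genes of the 3 study lists. Each point is 1 library, red for IT325 mutants and blue for wild type, and each bar is the mean of 3 libraries. The 3 mutant libraries lie above the 3 wild-type libraries for ikzf1 and for each erythroid and myeloid gene. They lie below for the lymphoid genes, apart from nccrp1, whose groups overlap and whose direction flips without scaling factors and with upper-quartile factors.

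The largest rises under the rule for naming genes were those of capn12, si:ch211-178n15.1, pcdh2g28, rasip1 and P3H3. Capn12 (ENSDARG00000010758) had 725, 639 and 826 counts in mutants and 0, 3 and 0 in wild type, so it was at least 231-fold higher in mutants. Its edgeR adjusted p was 7.59e-06. The log2 fold changes of the other 4 were 8.05, 7.42, 7.41 and 6.65 in that order, with edgeR adjusted p-values from 2.82e-07 for P3H3 to 9.61e-05 for pcdh2g28. Wild-type counts were 1, 0 and 5 for si:ch211-178n15.1, 6, 0 and 2 for pcdh2g28, and 7, 2 and 2 for rasip1, so these sizes are uncertain. Over the alternatives they ranged from 7.53 to 9.64, from 6.89 to 8.85 and from 6.97 to 8.36, against 6.55 to 6.76 for P3H3. Pcdh2g28 belongs to a protocadherin cluster of similar genes that may share reads, so its value is uncertain. P3H3 (ENSDARG00000057879) was at 31.8 ± 4.99 CPM in mutants and 0.335 ± 0.0129 CPM in wild type (SD, n = 3 each).

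The largest falls were those of GRIA3, STC1, ANK3, TLR7 and plaat1l. GRIA3 (ENSDARG00000037498) was at 0.251 ± 0.174 CPM in mutants and 12.7 ± 1.87 CPM in wild type (SD, n = 3 each), a log2 fold change of -5.61 (SE 0.429, edgeR adjusted p 7.56e-05). ANK3 changed by -4.40, TLR7 by -4.32 and plaat1l by -4.14 on the log2 scale, with edgeR adjusted p-values of 0.00396, 1.10e-04 and 0.00107. STC1 changed by -4.45 (SE 1.18, edgeR adjusted p 0.0452). Mutant replicate 2 had 277 counts of STC1 where the other mutants had 18 and 17. STC1 lost its call under 7 alternatives, and its log2 fold change ranged from -7.15 to -3.91 over the alternatives.

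Lists written before the data were examined set the lineages beside other tissues and processes. Of 20 lists tested with limma's camera, 8 passed an adjusted p of 0.05. The alternative that moved this count most was a correlation estimated for each list, under which 0 lists passed and 1 had an unadjusted p under 0.05. Under fry 10 lists passed, among them 6 of these 8, all but cell cycle and immediate early. Other splits of the 6 libraries, which mix the genotypes in unequal numbers, gave 4 to 7 lists past the same threshold. The erythroid list had a median log2 fold change of 1.497, with 17 of 18 tested genes called higher and a camera adjusted p of 6.56e-11. Its most abundant genes were alas2, cahz and nt5c2l1. Heme biosynthesis had a median of 1.34, with 10 of 10 genes called higher (camera adjusted p 1.63e-06). Endothelium had a median of 1.42 over genes with a median of 2.04 CPM, with 8 of 14 called higher (camera adjusted p 3.40e-05). The proteasome list had a median of 0.34, with 22 of 34 called higher and 1 lower (camera adjusted p 3.07e-06). The cell cycle list had a median of 0.20, with 8 of 29 called higher (camera adjusted p 0.0105). Without mutant replicate 1 its median was 0.12, and without wild type replicate 1 its adjusted p was 0.0512. The medians of these 5 lists kept their sign under each scaling.

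The T cell list had a median log2 fold change of -1.04, with 15 of 19 tested genes called lower and 0 higher (camera adjusted p 3.07e-06). Heat shock had a median of -0.48, with 6 of 17 called lower and 1 higher (camera adjusted p 0.0151). Without wild type replicate 3 its median was -0.28 and its adjusted p 0.0595. Immediate early genes had a median of -0.37, with 10 of 22 called lower and 4 higher (camera adjusted p 0.0115). Without mutant replicate 3 the adjusted p of this list was 0.0604, and without wild type replicate 2 its median was -0.55. These 3 medians kept their sign under each scaling.

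The other 12 lists tested did not pass camera. Under fry 4 of them passed, with adjusted p-values of 8.02e-04 for haematopoietic progenitors, 0.0041 for exocrine pancreas, 0.0102 for thymic epithelium and 0.0231 for epidermis. Their medians and camera adjusted p-values were 0.23 and 0.106 for haematopoietic progenitors, 0.28 and 0.178 for neutrophils, 0.07 and 0.552 for macrophages, 1.16 and 0.178 for thymic epithelium, and 0.60 and 0.552 for the Ikaros family. Epidermis had 0.35 and 0.178, exocrine pancreas 0.36 and 0.315, liver -0.49 and 0.349, skeletal muscle 0.03 and 0.967, neural tissue -0.10 and 0.929, retina and lens -0.60 and 0.552, and cartilage and notochord 0.36 and 0.973. The intestine list had 3 genes tested and no list test, with a median of -0.64. Without scaling factors the median turned to -0.03 for macrophages and to -0.07 for skeletal muscle. Leaving out 1 library changed calls in the progenitor list, which passed without mutant replicate 1 at 0.0399, and in the liver list. The liver list passed at 0.00385 without mutant replicate 1, with a median of -3.60, and its median was 0.07, 0.18 and 0.13 without mutant replicate 2, mutant replicate 3 and wild type replicate 2. Neural medians turned to 0.06 and 0.02 without mutant replicates 1 and 2, and skeletal muscle to -0.03 and -0.00499 without wild type replicates 2 and 3. Other medians moved by more than 1.5 times in some fits without 1 library. Cartilage and notochord reached 0.56 without wild type replicate 1 and 0.76 without wild type replicate 3, epidermis 0.55 without wild type replicate 2, exocrine pancreas 0.15 without mutant replicate 1 and neutrophils 0.16 without wild type replicate 3. The median was -0.31 for liver without wild type replicate 1 and -0.23 for neural tissue without wild type replicate 2. Skeletal muscle reached 0.40 without mutant replicate 1, and macrophages ranged from 0.00124 without mutant replicate 3 to 0.16 without wild type replicate 3.

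**Figure D2:**
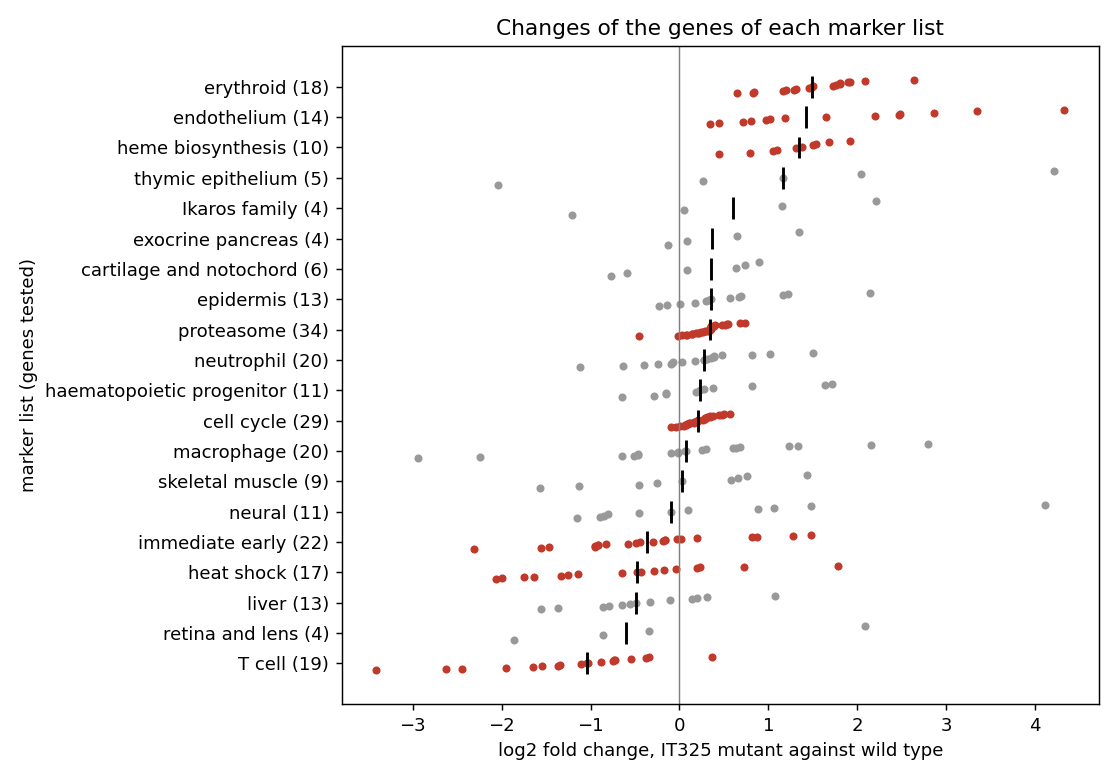
Log2 fold change of mutant over wild type for each tested gene of the 20 lists, with the number of genes tested beside each name. Each point is a gene, black bars are medians, and red marks the 8 lists past camera's adjusted threshold. The erythroid median is 1.497 and the T cell median -1.04, while the medians of macrophages and skeletal muscle, at 0.07 and 0.03, flip sign without scaling factors.

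Levels differed between lists in both groups. The median gene of the skeletal muscle list was at 0.179 CPM over the 6 libraries, and 2 of its 25 genes reached 10 CPM. Median genes were at 0.562 CPM for epidermis, 0.410 for liver, 0.234 for neural tissue, 0.225 for intestine, 0.169 for exocrine pancreas, 0.155 for cartilage and notochord and 0.0452 for retina and lens. Median genes of the blood lineage lists were at 539 CPM for neutrophils, 157 for erythroid cells, 101 for macrophages, 39.98 for haematopoietic progenitors and 13.04 for T cells. Lyz, npsn and cebpb were the most abundant genes of the neutrophil list.

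**Figure D3:**
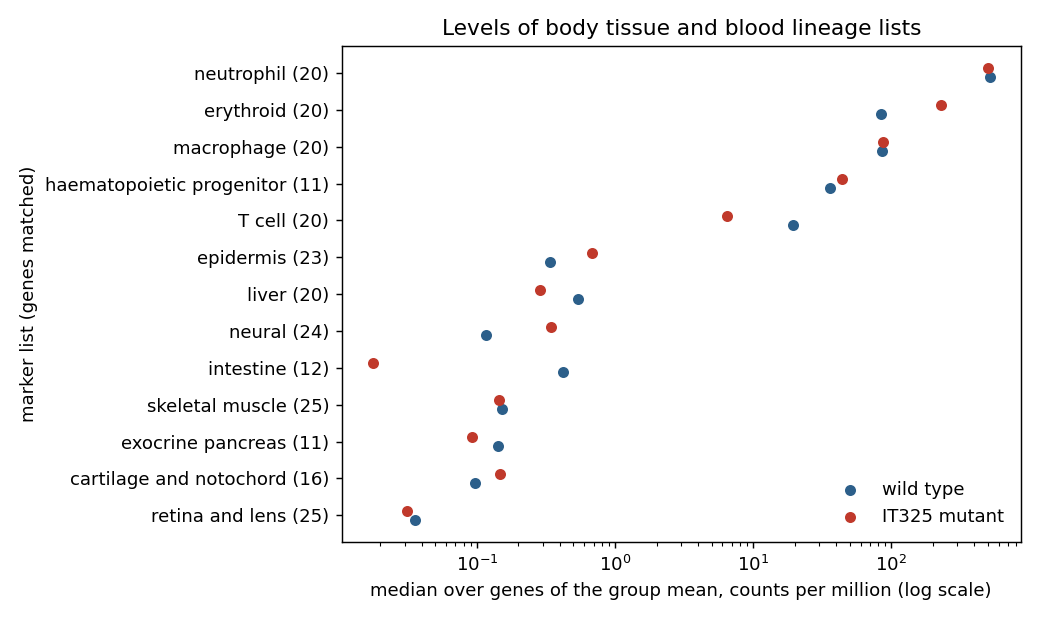
Median over the genes of each list of the mean CPM in mutants (red) and wild type (blue), on a log scale, with the number of genes matched beside each name. The 5 blood lineage lists lie above 5 CPM and the 8 body tissue lists below 1 CPM in both groups.

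Homozygous mutants share the haplotype around the mutation, so calls on the chromosome of ikzf1 were compared with calls elsewhere. On that chromosome 249 of 642 genes tested were called, against 5733 of 16927 on the others. The odds ratio was 1.24, with a 95% confidence interval from 1.05 to 1.46 and a Fisher exact p of 0.0109. Genes are not independent replicates. Among genes changed at least 2-fold the odds ratio was 1.014 (Fisher exact p = 0.911).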

Values the study reported

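The study gave a sequencing depth of 25 M (mega) reads per library. Among genes higher in 5 dpf IT325 mutants it reported an enrichment of heme biosynthesis of 5.04 (FDR 2.93E-02) and of the ubiquitin proteasome pathway of 2.83 (FDR 1.16E-02). Among genes lower in these mutants it reported an enrichment of B cell activation of 3.98 (FDR 5.82E-08) and of T cell activation of 3.47 (FDR 9.52E-08).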

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

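The splits of the libraries described below were chosen as a test only after the counts of genes had been seen. The alternatives had been fixed before the data were examined, except matching by symbol alone.

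The 6040 differentially expressed genes became 3419 at an adjusted p under 0.01 and 2126 in a test against a 1.5-fold change, 2 stricter criteria by construction. The other counts stayed within 1.5 times of 6040, from 4588 to 5978 across the 6 fits that each left out 1 library, and from 5876 to 6377 under the other scalings, the other filters and DESeq2. DESeq2 called 5794 of the same genes. Of genes changed at least 2-fold, 2677 in number, each alternative left between 1884 and 3052, and the fits without 1 library between 2273 and 2980. Without scaling factors 2428 genes were higher and 3743 lower, against 3122 and 2918 with TMM.

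The labels number the replicates 1 to 3 in both groups. The correlations between deviations of libraries with the same number were 0.0559, 0.122 and 0.0939, which does not show pairing. With the replicate block, 5370 genes were called, 5126 of them among the 6040, and 2573 changed at least 2-fold. The log2 fold change of ikzf1 was 2.18 and 8 lists passed with the block. STC1 lost its call, at -5.16, and no other named gene did.

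The log2 fold change of ikzf1 lay between 2.11 and 2.22 under the other settings and between 1.98 and 2.33 without 1 library. The number of lymphoid genes called was 7 without the filter and 8 under the other scalings, the mean filter, DESeq2 and the block, and 6 to 8 without 1 library. Erythroid and myeloid counts stayed at 4 and 3 in these fits. The stricter criteria were not run on the 3 lists, and lck (adjusted p 0.0198), gzmk (0.022) and npsn (0.0123) were not past 0.01 in edgeR. The library size difference reversed to -0.699 M without the 50 most abundant genes. The odds ratio on the chromosome of ikzf1 was no longer past the threshold among genes changed at least 2-fold, at 1.014, and the cause was not tested. It lay between 1.19 and 1.25 without 1 library, at 1.24 with DESeq2 and at 1.28 with the block.

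With the inter-gene correlation estimated per list, 0 lists passed, and 1 had an unadjusted p under 0.05. A larger correlation between genes widens the error of a list's mean by construction. The count was 10 with fry, 8 without factors, with median-ratio factors, with the mean filter and with matching by symbol alone, and 7 to 10 without 1 library.

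For the 27 single genes named, 378 values were computed under alternatives. Of these, 360 kept direction and call, 14 lost the call in 3 genes (lck, gzmk and STC1), 11 of them without 1 library, and 4 reversed. The reversals were all of nccrp1, a gene not called in any setting: -0.00774 with upper-quartile factors and -0.0794 without factors, and from -0.0334 to 0.0534 without 1 library, where the fits without mutant replicate 3 (-0.0258) and wild type replicate 3 reversed it. Its direction is not detectable with these libraries. STC1 lost its call without the filter, with the block and in 5 of the fits without 1 library, and its log2 fold change lay between -7.15 and -3.91.

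Of the 10 splits of the 6 libraries into 3 and 3, only 1, the real one, gave as many as 6040 genes, as many as 2677 changed at least 2-fold, as many as 8 lists, and as many lymphoid, erythroid or myeloid genes. The other 9 splits gave 0 genes, with 112 to 448 at an unadjusted p under 0.05, 4 to 7 lists and 0 genes of the 3 study lists. With 10 splits the share is never under 0.1 whatever the data, so it could not reach 0.05 and no conclusion is drawn from it. The counts of genes themselves, 6040 in the real split and 0 in each of the other 9, argue against an arbitrary grouping for these genes. The counts of lists, 8 against 4 to 7, lie closer together. A difference other than genotype that follows the same split is not excluded. Each of the other 9 splits still holds more mutants on one side than on the other, so its 4 to 7 lists are not a rate of calls without a difference of genotype.

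Depth limits the genes near the floor. Nkl.3 had 7 to 32 counts per library, and many genes of the body tissue lists lie under 1 CPM. Some of these were called, such as gad1b, at 4.12 on the log2 scale (edgeR adjusted p 0.00519), the most extreme gene of the neural list, but smaller differences at such counts can go undetected.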

Other observations

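Most of the tests here were chosen only after the result was seen. The exceptions are the tests of genes not yet looked at in the B cell, thrombocyte and cell adhesion lists, the comparison of libraries at one depth, and the comparison of chromosomes within classes of expression. The nephron, liver, read-pair, older-fish, embryonic globin, lymphoid share and ikzf1 tests were revised after their first results.

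The totals per library lay between 37390073 and 53279243 counts. That is higher than the value quoted from the study above. If both ends of each read pair had been counted, counts would mostly be even, but 49.9% of low counts were even when set against their odd neighbours. Counting of both ends is thus argued against, and sequencing deeper than quoted was not tested.

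The labels give the whole body at 5 days post fertilization, but genes of body tissues lay near the floor in all 6 libraries. The median gene of the skeletal muscle list was at 0.179 CPM, below that of the neutrophil list in each library, which whole-body RNA in its natural proportions would not give. Among all 156 body tissue genes matched, the 125 matched by their exact symbol had a median of 0.199 CPM, so wrong matches are not the cause. The 87 with no second family member by name had a median of 0.161 CPM, so reads lost to copies that share a name stem are not the cause. No sequence was compared, so loss to near-identical copies with other names was not tested. A candidate explanation is RNA mainly from blood-forming cells: each blood lineage list had a higher median than each body tissue list in each library, and the lowest such median, that of T cells, was 13.04 CPM. Of these lists, 3 neutrophil, 1 erythroid and 1 progenitor gene are also in the 3 study lists, and the study discusses further members elsewhere. The few abundant genes of the tissue lists, such as icn and krt8 in epidermis and eno3 and gapdh in muscle, are also expressed elsewhere. The study describes RNA from homogenised embryos at 5 days post fertilization and names no enrichment of cells for it. It also prepared adult kidney marrow cells of both mutant lines for single-cell sequencing. A mislabelled tissue or an enrichment of cells that the labels leave out both remain open. The files cannot say which.

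The alpha globin genes counted also bear on the stage in the labels. The 6 genes named as embryonic alpha globins had 690 to 5449 counts per library, and the 3 adult ones 381409 to 2450920, so the embryonic genes held 0.215% of alpha globin counts. Most of the embryonic counts were of hbae4, at 72.4 ± 14.1 CPM in mutants and 19.8 ± 4.50 CPM in wild type, and of hbae5, at 7.71 ± 5.54 and 4.75 ± 2.97 CPM (SD, n = 3 each), so not all embryonic genes were near the floor. Red cells of larval type would give most counts to the embryonic genes. Hbae3 and hbae1.1 each had 0 counts in all 6 libraries, which allows up to 0.0563 to 0.0802 CPM per library. Hbae1.2 and hbae1.3 had 13 and 100 counts in total. For these genes, reads lost to similar copies cannot be told apart from an absence or low level of transcript, since no sequence of the copies was compared. A candidate explanation is blood-forming tissue of fish older than larvae. Ighm, chosen after its value was seen, was at 340 ± 53.8 CPM in wild type (SD, n = 3), a level that fits older fish. A first version of that test, on B cell list genes not looked at before, was replaced because several of these are not restricted to B cells. Nephron genes had a median of 0.655 CPM, which lies above the median of each body tissue list over all libraries but not in each library. Kidney with its marrow as the tissue therefore cannot be told apart from other sources. Both genotypes carry the same labels and share these features, so they do not separate the groups. The comparison of genotypes may not describe whole larvae.

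The rise of erythroid and the fall of T cell transcripts could come from a smaller share of lymphoid cells, which raises the share of all others. That would raise erythroid and neutrophil genes alike. The erythroid minus neutrophil list score was 1.31 higher on the log2 scale in mutants, against SDs of 0.332 in mutants and 0.257 in wild type (n = 3 each). Of 20 neutrophil genes tested, 1 was called and rose by as much as the erythroid median of 1.497, although 8 were called higher and 2 lower. A lower lymphoid share as the whole cause is therefore argued against. More red-cell precursors, or more transcripts in each, cannot be told apart with these counts. In single cells of adult kidney marrow, the study found that IT325 mutant cells made up most of the immature erythroid clusters. The macrophage list itself moved both ways: 7 genes were called higher and 5 lower, from irf8 at -2.94 to mpeg1.2 at 2.80 (edgeR adjusted p 2.03e-06 and 7.99e-04). A changed share of macrophages would move its genes one way only where they are confined to macrophages. Among those called lower, cd74a and cd74b are also expressed by B cells. Among those called higher, the study assigns ctsk, chosen here after its value was seen, to neutrophil-like cells. Whether the other called genes are confined to macrophages was not tested. A change of regulation or of the kinds of macrophage is untested.

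Lists written after some of their genes had been seen were tested only on the genes not yet looked at. The 7 such B cell genes tested had a median log2 fold change of -1.18 and all 7 were called lower (camera adjusted p 9.71e-07, fry 2.90e-05, estimated correlation 0.0301). Of the 10 genes seen first that were tested, 9 were called lower, among them pax5 at -3.52, cd79a at -3.32 and cd37 at -3.90, and 1, cd22, was called higher, at 2.17 (edgeR adjusted p 0.00129). Of the 10 thrombocyte genes tested, 7 were called higher and 1 lower, with a median of 1.45 (camera adjusted p 4.08e-04, fry 2.52e-04), but the adjusted p was 0.0632 with the correlation estimated. Their most abundant genes were f13a1b at 551, rasgrp2 at 242 and fermt3b at 112 CPM. Of these, f13a1b rose, at 1.55 on the log2 scale (edgeR adjusted p 8.60e-06). Rasgrp2 was the gene called lower, at -0.63 (edgeR adjusted p 2.43e-04), and fermt3b was not called, at -0.000766 (edgeR adjusted p 0.996). Lower B cell and higher thrombocyte transcript levels in mutants are hypotheses that fit the unseen genes. Cell numbers could not be separated from transcripts per cell with these counts. In the study's single cells of adult kidney marrow, wild-type cells made up most of the B cell cluster. The nephron genes moved both ways, 3 called higher and 1 lower of 18 tested, with a median of -0.13 (camera adjusted p 0.989). Their summed level was 245 ± 53.02 CPM in mutants and 104 ± 18.1 CPM in wild type (SD, n = 3 each), most of it from slc20a1a.

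Cell adhesion genes were noticed among the strongest rises. Of 41 such genes not yet looked at, 22 were called higher and 1 lower, with a median of 0.39 (camera adjusted p 7.95e-06, fry 8.80e-08, estimated correlation 0.0219). The most abundant were flna, tln1 and ctnnb1, at 872, 774 and 175 CPM. Skin cells in the mutant libraries would bring their abundant keratins, but 12 of the 23 matched genes of the epidermis list, skin keratin and related genes, summed to 5.63 ± 1.81 CPM in mutants and 3.11 ± 0.453 CPM in wild type, against 2993 ± 267 and 2514 ± 90.1 CPM for the adhesion genes (SD, n = 3 each). Krt8 and icn, the abundant genes of that list, were left out of the sum after their values were seen, because other cell types express them too. Krt8 rose from 553 ± 110 to 1146 ± 195 CPM (SD, n = 3 each), at 1.16 on the log2 scale (edgeR adjusted p 0.00498), while icn did not change by the test, at -0.14 (edgeR adjusted p 0.124). Skin as the source is argued against by the other keratins alone, and other epithelial cells with krt8 were not tested. Stromal cells, thrombocytes or a change of regulation in blood cells are candidate explanations that were not tested.

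More genes were detected in mutants. With all libraries thinned to the depth of the smallest, 22572 ± 131 genes had a count in mutants and 21555 ± 250 in wild type (SD, n = 3 each; exact permutation p = 0.1), a difference of 1018. Deeper mutant libraries are therefore not the cause. At most 3 counts in each wild type and at least 50 in each mutant were found for 12 genes, and the opposite for 2.

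The excess of calls on the chromosome of ikzf1 may reflect the haplotype that homozygous mutants share. Within 50 tested genes on either side of ikzf1, 45 of 100 were called (45.0%), against 37.5% on the rest of the chromosome (Fisher exact p = 0.18). Of windows of the same size on other chromosomes, 6.64% had a share as high, and 2 of 25 chromosomes had a higher share than that of ikzf1, so a linked haplotype cannot be told apart from the spread between regions. Differences in expression level between chromosomes do not remove the excess: within classes of mean expression the odds ratio was 1.21 (Mantel-Haenszel 95% confidence interval 1.02 to 1.43). Beside ikzf1 in the table, FIGNL1 changed by 1.34 (edgeR adjusted p 4.47e-05) and ENSDARG00000100901 by 4.11 (edgeR adjusted p 5.44e-04). They were chosen after their values were seen, and overlap of reads between neighbours was not tested.

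The rise of ikzf1 itself might come from a higher share of the listed blood lineages as the whole cause. Neutrophils, macrophages, erythroid cells, progenitors and T cells are argued against as such a source: the largest median log2 fold change of their lists was 1.497, in the erythroid list, against 2.21 for ikzf1, and 1 of its 18 tested genes was called and rose as much. Part of a listed lineage that grew more than the rest was not tested. A higher share of thrombocytes as the whole cause cannot be told apart from a higher level per cell, because 4 of 13 tested thrombocyte genes, seen and unseen, were called and rose by as much as ikzf1, and counts of mixed cells do not show which cells hold its transcript. A loss of feedback on the gene, or a linked variant, was not tested with these counts. The study reports higher ikzf1 levels in fr105 mutants too, and brighter fluorescence of an ikzf1:eGFP reporter without an intact ikzf1 gene. From these it proposes that Ikzf1 limits its own expression by negative feedback.

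Among immediate early genes, 4 were called higher and 10 lower, from fosaa at -2.31 to fosl1a at 1.48, so a weaker handling response, which would move them together, is not the whole cause. Heat shock genes had a median of -0.48, and -0.28 without wild type replicate 3. Handling or rearing that differed between the groups cannot be told apart from genotype, because the labels give neither day nor tank.

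Wild type 1 held 70.4 CPM of vitellogenin transcripts, against 0.151 to 1.95 CPM in the other libraries. Vitellogenin is made in the liver of adult females. The liver list summed to 18.4 CPM in wild type 1 and to 5.60 to 35.7 CPM in the others. Liver RNA in that library cannot be told apart from another source, since the liver list is low and varies from library to library. A contribution from a mature female may be an alternative, and no sex is given in the labels.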
